A study of Nothobranchius furzeri with 19 samples. Its data were reported in "The master male sex determinant Gdf6Y of the turquoise killifish arose through allelic neofunctionalization" (2025).

How the data were processed

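RNA-seq was measured in female and male *N. furzeri* of the strain GRZ in whole embryos at 10 dpf, in trunks at 0 and 3 dph and in gonads at 3 months. Per the labels, total RNA was isolated with QIAzol, libraries were prepared with the TruSeq RNA kit and sequencing was performed on an Illumina HiSeq in rapid mode. Sex, age, tissue and replicate number were taken from the sample labels. All 19 columns of the count table were matched to a sample by its label, and 0 columns were left unmapped.

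The authors filtered the reads by quality, length and low complexity with sga, mapped them with STAR to the *N. furzeri* reference genome with a set maximal intron length, and obtained counts per gene and sample with the summarizeOverlaps function of GenomicAlignments. The methods section does not give the counting mode or the use of strand. The deposited values are these raw counts, without normalisation. Reads that fall on overlapping or near-identical genes can be dropped or split by such counting, so counts of members of gene families are uncertain. The labels name no molecular identifiers, so PCR copies may be among the counted reads. Total counts per library lay between 11717979 and 31493908. The table holds 26740 genes and 0 rows that name no gene. Its identifiers were searched for in a RefSeq gene table of the assembly NfurGRZ-RIMD1, and 0 of them matched. Gene symbols and positions were therefore not used here, and a set of marker lists written before the data were examined was not analysed here.

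Differential expression between females and males was tested with DESeq2 (version 1.42.0) in R (version 4.3.3), which is the tool the authors name for these data. Each stage was fitted on its own libraries with sex as the only term, genes with at least 1 count, median-of-ratios size factors and independent filtering at an alpha of 0.05. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. An adjusted p-value left empty by DESeq2 was kept empty. Positive log2 fold changes are higher in females. Changes with age and the sex-by-age interaction were tested in 1 DESeq2 fit over the 11 trunk libraries of 0 and 3 dph. Overlaps between stages were tested with one-sided Fisher's exact tests per direction over the genes with an adjusted p-value at both stages, adjusted over 6 overlaps. Normalised counts are scaled within each stage. A group with all libraries at or under 3 counts was treated as at the floor, and fold changes against it are given as lower bounds. Floors and fold bounds cover counting error only.

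For the adult gonads, which had 1 library each, the log2 ratio of ovary to testis was formed with a pseudocount of 1 after median-of-ratios scaling. The median of a list was placed among 10000 random lists, drawn with replacement within 20 bins of mean gonad expression. For comparisons of gonad with trunk levels, all 19 libraries were scaled together. Principal components were computed per stage on the log2 normalised counts of the 500 most variable genes.

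As alternatives, chosen before the data were examined, edgeR's quasi-likelihood test (version 4.0.16) with TMM normalisation and its default expression filter, TMM factors within DESeq2, a filter of at least 10 counts, no independent filtering, independent filtering at an alpha of 0.1, 1 fit over all 17 libraries of the replicated stages, an additional 2-fold threshold, the replicate number as a block, and leaving out each replicate in turn were run. For the gonad ratios a pseudocount of 10, library totals, genes with at least 10 gonad counts and lists called by edgeR were used. A further 5 alternatives were chosen after seeing the data: thinning the 3 dph libraries to the mean total of 0 dph, testing 0 dph with the dispersions of 3 dph, setting gonad counts under 3 to 3, comparing the blocked 10 dpf list with the later stages, and recounting the genes called at all 3 stages under the other fits. The genes named are the 2 female-higher and the 2 male-higher genes with the smallest value of the larger of their adjusted p-values at 0 and 3 dph. This rule was also set before the data were examined.

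Whether equal replicate numbers mark paired samples was checked by correlating, across genes, the deviations of the female and the male library of the same number from their group means. At 10 dpf the correlations were 0.423, 0.180 and 0.540 for replicates 1, 2 and 3, all above the limit of 0.1, and the blocked result is given beside the unblocked one. The labels do not say what the number stands for. At 0 dph both correlations were below 0.1 (-0.0887 and -0.198), and at 3 dph only that of replicate 2 was above it (0.186). Libraries with different numbers were not correlated at any stage, so a chance match of the numbers is not excluded.

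The scripts were tested on simulated counts with the means, dispersions and depth of the real libraries, in which 200 genes with a mean of at least 50 counts differed by a log2 fold change of 2. At 10 dpf, DESeq2 recovered 97% of them among 25130 genes, and 27.3% of its calls were unchanged genes. edgeR recovered 88%, and 4.86% of its calls were unchanged genes. At 0 dph, among 24838 genes, DESeq2 recovered 94.5% with 18.5% false calls and edgeR 80% with 5.88%. At 3 dph, among 25196 genes, DESeq2 recovered 99% with 21.7% false calls and edgeR 98.5% with 8.37%. For the interaction, among 25418 genes, DESeq2 recovered 90% with 20.7% false calls and edgeR 69.5% with 4.79%. DESeq2 thus exceeded its nominal false discovery rate in these simulations with few changed genes.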

Results

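The data are RNA-seq counts of male and female turquoise killifish (*Nothobranchius furzeri*, strain GRZ). The 19 libraries cover 4 stages: whole embryos at 10 days post fertilization (dpf), trunks at the day of hatching (0 days post hatching, dph), trunks of larvae at 3 dph, and adult gonads at 3 months. There were 3 female and 3 male libraries at 10 dpf, 2 female and 3 male libraries at 0 dph, and 3 of each sex at 3 dph. The adult stage had 1 ovary and 1 testis library. Each library was counted over 26740 annotated genes, of which 999 had no count in any library. The genes carry only annotation identifiers, and symbols and genome positions were not used here.

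Total counts ranged from 15563687 to 19943569 at 10 dpf, from 17324478 to 20218857 at 0 dph and from 25600939 to 31493908 at 3 dph. The ovary library held 25875516 counts and the testis library 11717979. All 3 dph libraries were thus deeper than all libraries of the other trunk stage, and a low-expressed gene was easier to call at 3 dph. The 10 most abundant genes took between 3.94% and 5.46% of a library at 10 dpf, between 10.9% and 13.1% at 0 dph, and between 20.4% and 29.5% at 3 dph. Replicates differed by more than sampling noise in every replicated group: the chi-square statistic per degree of freedom between a pair of replicates lay between 11.7 and 23.5 in 10 dpf females and between 59.5 and 148 in 10 dpf males.

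The first question was which genes differ between the sexes at each stage. Differentially expressed genes (DEGs) were those with an adjusted p-value under 0.05 in the DESeq2 Wald test of that stage. In whole embryos at 10 dpf, 46 of 20203 genes with an adjusted p-value were DEGs, 35 of them higher in females and 11 higher in males. At an unadjusted p under 0.05 there were 1858 genes. The median log2 fold change, female over male, was 1.35 for the female-higher and -1.92 for the male-higher genes. For all 46 DEGs the female and male libraries did not overlap in normalised count, against 15.98% of all tested genes and 10% by chance for 3 against 3. The DEGs were selected on these same libraries, so their separation is no independent support. In counts simulated at this depth and sample size, with 200 changed genes, 27.3% of the genes called by DESeq2 had not been changed. How many genes truly differ here is unknown, so the count is best read beside the next values. With edgeR's quasi-likelihood test no gene passed (smallest adjusted p 0.18), although 1341 genes had an unadjusted p under 0.05. The count moved by over 1.5 times with every library left out, and the excess of female-higher genes held only without male replicate 2. There were 429 DEGs without male replicate 3 (166 female-higher and 263 male-higher), 236 without male replicate 2 (177 and 59) and 17 without male replicate 1 (8 and 9). Without female replicate 1, 2 or 3 there were 5, 5 and 4 DEGs, with 1, 1 and 0 female-higher and 4 male-higher in each case. The female and male libraries of 10 dpf that carry the same replicate number deviated together from their group means, and a fit with the replicate number as a block gave 133 DEGs, 93 female-higher and 40 male-higher, of which 25 were among the 46.

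In trunks at 0 dph, 679 of 20503 genes were DEGs, with 432 higher in females and 247 higher in males. The median log2 fold change was 2.33 for the female-higher and -1.25 for the male-higher genes, and 597 of the 679 genes changed at least 2-fold. The sexes did not overlap in 97.5% of the DEGs, against 28.9% of all tested genes and 20% by chance for 2 against 3. Selection on the same libraries favours such separation here too. On counts simulated for this stage with 200 changed genes, 18.5% of the DESeq2 calls were false. This share need not hold for the 679 DEGs. edgeR called 33 genes, 26 female-higher and 7 male-higher, all of which were among the 679. Without male replicate 1 there were 943 DEGs and most were male-higher (388 female-higher and 555 male-higher). There were 368 without male replicate 2 (268 and 100) and 460 without male replicate 3 (331 and 129). The pair of female libraries lay far apart, at -76.9 and -2.34 on the first principal component, while the 3 male libraries lay between 24.5 and 29.6.

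In trunks at 3 dph, 4109 of 21772 genes were DEGs, with 2978 higher in females and 1131 higher in males. Fold changes of the DEGs were smaller than at 0 dph. At 3 dph the median log2 fold change was 0.87 for the female-higher and -0.66 for the male-higher genes. There 36.9% of the DEGs changed at least 2-fold, compared with 87.9% at 0 dph. With 2 female libraries and a wider spread at 0 dph (median dispersion 0.0676 against 0.0261), a gene needed a larger change to be called there. Values over called genes therefore do not show that sex differences shrank. The sexes did not overlap in 96.4% of the DEGs, which were again selected on these libraries, and in 37.8% of all tested genes. On counts simulated for this stage with 200 changed genes, 21.7% of the DESeq2 calls were false. The share of false calls depends on how many genes truly differ, so it does not carry over to the 4109 DEGs. edgeR called 3913 genes, 3204 female-higher and 709 male-higher, and 3582 of them were shared with DESeq2. The count was 2707 without female replicate 1 (2233 female-higher and 474 male-higher). Male-higher genes numbered 619, 554 and 692 without female replicate 2, female replicate 3 or male replicate 1.

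**Figure D1:**
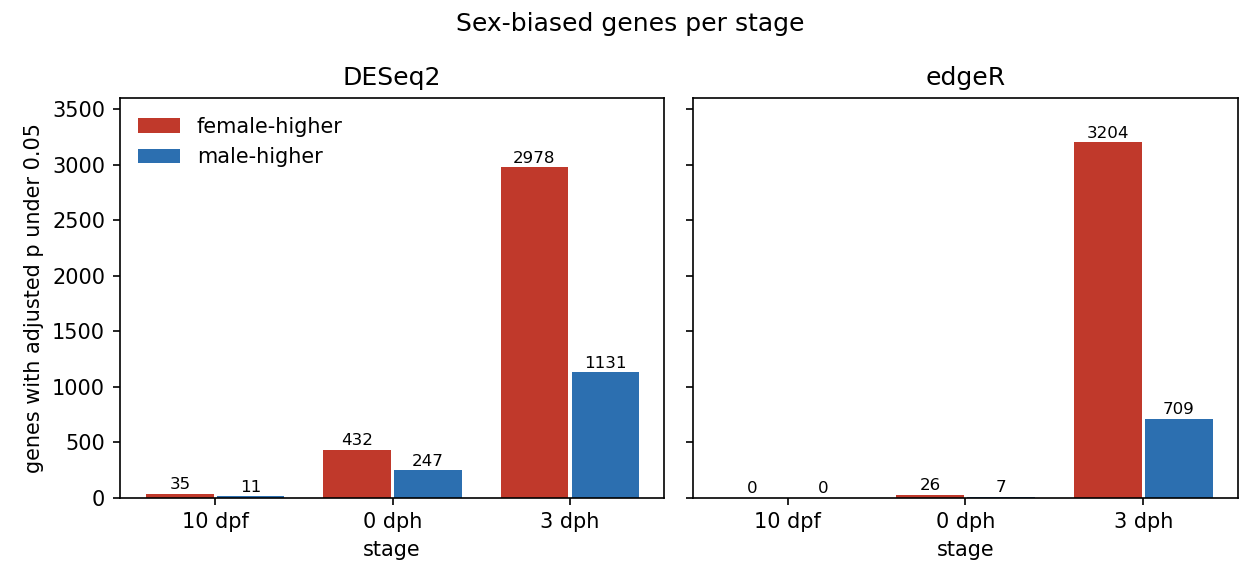
Number of genes with an adjusted p-value under 0.05 (vertical axis, from 0) at 10 dpf, 0 dph and 3 dph, with female-higher genes in red and male-higher genes in blue, for DESeq2 (left) and edgeR (right). DESeq2 gave 46, 679 and 4109 genes and edgeR 0, 33 and 3913.

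**Figure D2:**
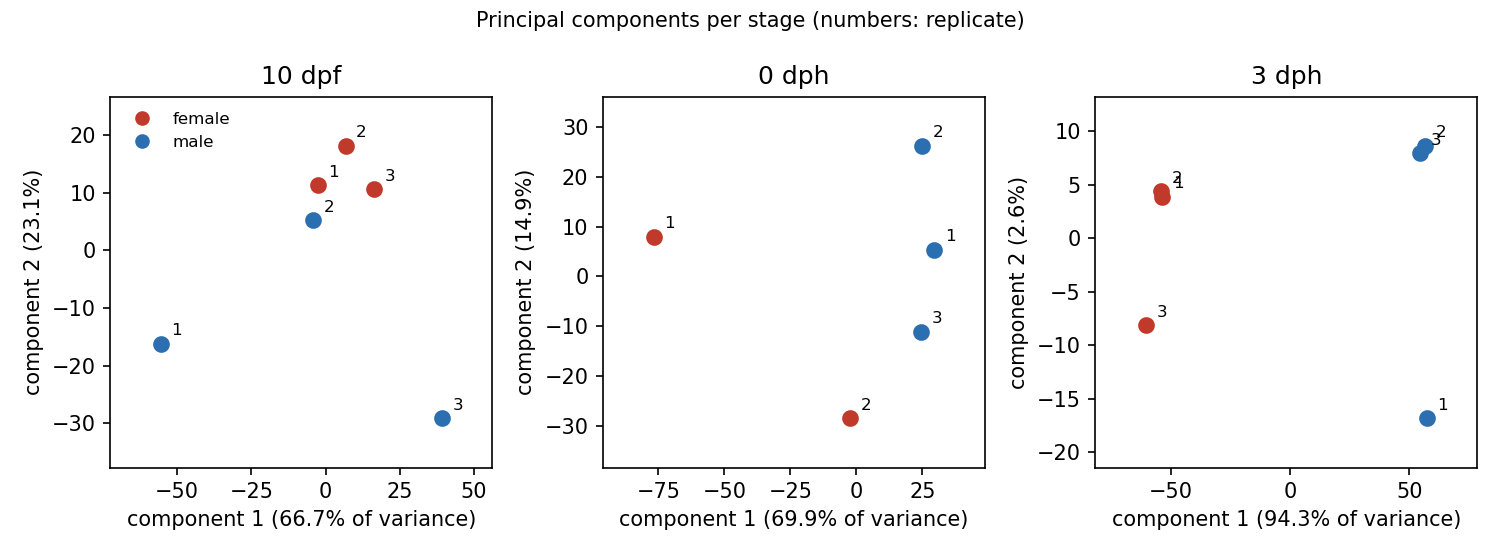
First and second principal component scores (log2 normalised counts of the 500 most variable genes, separately per stage), with 1 point per library labelled by its replicate number, females in red and males in blue. The sexes separate on the first component at 3 dph (94.3% of the variance), whereas at 10 dpf the first component (66.7%) spans male replicate 1 at -55.5 to male replicate 3 at 39.2 with the 3 females between them.

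Next, the DEGs of 0 and 3 dph were compared to see which sex differences persisted after hatching. These fits share no library. Of the 432 female-higher genes at 0 dph, 271 (62.7%) were female-higher at 3 dph, where 59.6 were expected from 20329 genes tested at both stages (one-sided Fisher's exact test, p = 3.7e-126, adjusted over 6 overlaps 2.22e-125). Of the 247 male-higher genes, 64 (25.9%) were male-higher at 3 dph, where 13.5 were expected (one-sided Fisher's exact test, p = 2.75e-26, adjusted 8.25e-26). The male overlap rose to 174 without male 0 dph replicate 1 and fell to 27 without male 0 dph replicate 2. With edgeR, 22 female-higher and 2 male-higher genes were shared. Opposite calls were made for 8 genes female-higher at 0 dph and male-higher at 3 dph and 21 genes the other way round. Irrespective of a call, 361 of the 432 female-higher genes of 0 dph had higher counts in females at 3 dph (83.6%), compared with 43.3% of all tested genes. Of the 247 male-higher genes, 192 had higher counts in males (77.7%). Most tested genes leaned towards males at 3 dph, so 43.3% is no baseline for this share. The median log2 fold change at 3 dph was 0.93 for the 432 and -0.32 for the 247 genes.

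The DEGs of 10 dpf were compared with both later stages in the same way. Of 11 male-higher genes at 10 dpf, 6 were male-higher at 0 dph, where 0.106 were expected (one-sided Fisher's exact test, p = 2.66e-10), and 10 were male-higher at 3 dph, where 0.558 were expected (p = 1.13e-12 by the same exact test). Of 35 female-higher genes, 1 was female-higher at 0 dph (0.544 expected, exact p = 0.422) and 3 at 3 dph (4.18 expected, exact p = 0.808). In all 3 stages together, 6 genes were male-higher and 1 was female-higher. With the 10 dpf list from the fit blocked by replicate number, a comparison chosen after seeing the data, 5 of 40 male-higher genes were male-higher at 0 dph (0.367 expected, exact p = 3.08e-05) and 11 at 3 dph (1.94 expected, exact p = 1.98e-06). Of 93 female-higher genes in that list, 0 were female-higher at 0 dph (1.25 expected) and 2 at 3 dph (10.8 expected). In all 3 stages, 5 genes were then male-higher, all among the 6, and 0 were female-higher. With edgeR, which called 0 genes at 10 dpf (1341 at an unadjusted p under 0.05), there were 0 in either direction.

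By the rule fixed in advance, the genes named are the 2 per direction with the strongest calls at both trunk stages. Nfu_g_1_001081 had 245 ± 54.4 normalised counts (SD, n = 2) in females and 8.72 ± 2.86 (SD, n = 3) in males at 0 dph, a log2 fold change of 4.80 ± 0.46 (SE, DESeq2 adjusted p 3.75e-21). At 3 dph its log2 fold change was 3.50 ± 0.39 (SE, DESeq2 adjusted p 5.57e-18). At 10 dpf the difference of 0.30 ± 0.55 was within the error (DESeq2 adjusted p 0.9). Nfu_g_1_020188 had 290 ± 17.2 normalised counts (SD, n = 2) in females and 20.2 ± 10.3 (SD, n = 3) in males at 0 dph, and 2212 ± 145 (SD, n = 3) against 580 ± 86.1 (SD, n = 3) at 3 dph. The log2 fold changes were 3.84 ± 0.43 (SE, DESeq2 adjusted p 9.87e-16) and 1.93 ± 0.15 (SE, DESeq2 adjusted p 1.34e-34). At 10 dpf it did not differ between the sexes (-0.37 ± 0.23, DESeq2 adjusted p 0.644). Both genes were also called by edgeR at 0 dph (adjusted p 0.019 and 0.0331) and at 3 dph (0.000406 and 3.09e-05).

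On the male side, Nfu_g_1_014802 differed at all 3 stages. Its log2 fold change was -2.82 ± 0.38 at 10 dpf (SE, DESeq2 adjusted p 1.41e-09), -3.46 ± 0.36 at 0 dph (3.98e-18) and -3.24 ± 0.28 at 3 dph (1.35e-29). At 3 dph this corresponded to 183 ± 12.2 normalised counts in males and 19.5 ± 2.24 in females (SD, n = 3 each). Nfu_g_1_002117 changed by -5.65 ± 0.75 at 10 dpf (SE, DESeq2 adjusted p 4.58e-10), -4.18 ± 0.79 at 0 dph (2.27e-05) and -3.64 ± 0.43 at 3 dph (5.29e-16), with 2 to 10 raw counts in the 9 female libraries and 34 to 203 in the 10 male libraries. Neither gene passed edgeR's test at 10 dpf (adjusted p 0.459 each), and Nfu_g_1_002117 narrowly missed it at 0 dph (0.0512).

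A further 2 genes were singled out after their values had been seen. Nfu_g_1_015428 had 0 or 1 raw counts in each of the 9 female libraries and 13 to 82 in each of the 10 male libraries, gonads included. Measured against a floor of 3 counts, males were at least 22.3-fold higher at 10 dpf, at least 10.1-fold higher at 0 dph and at least 21.4-fold higher at 3 dph (DESeq2 adjusted p 1.09e-05, 0.000558 and 2.97e-08). With edgeR the adjusted p was 0.18, 0.0736 and 7.83e-05. Nfu_g_1_017372 was the gene female-higher at all 3 stages in the unblocked fits, with log2 fold changes of 1.06 ± 0.25, 1.71 ± 0.32 and 1.81 ± 0.20 (SE, DESeq2 adjusted p 0.0174, 1.91e-05 and 1.12e-17). With edgeR the adjusted p was 0.656, 0.0551 and 0.000153. At 10 dpf the DESeq2 adjusted p rose to 0.686, 0.976 or 0.81 without female replicate 1, 2 or 3, and it was 0.0619 with the replicate block.

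**Figure D3:**
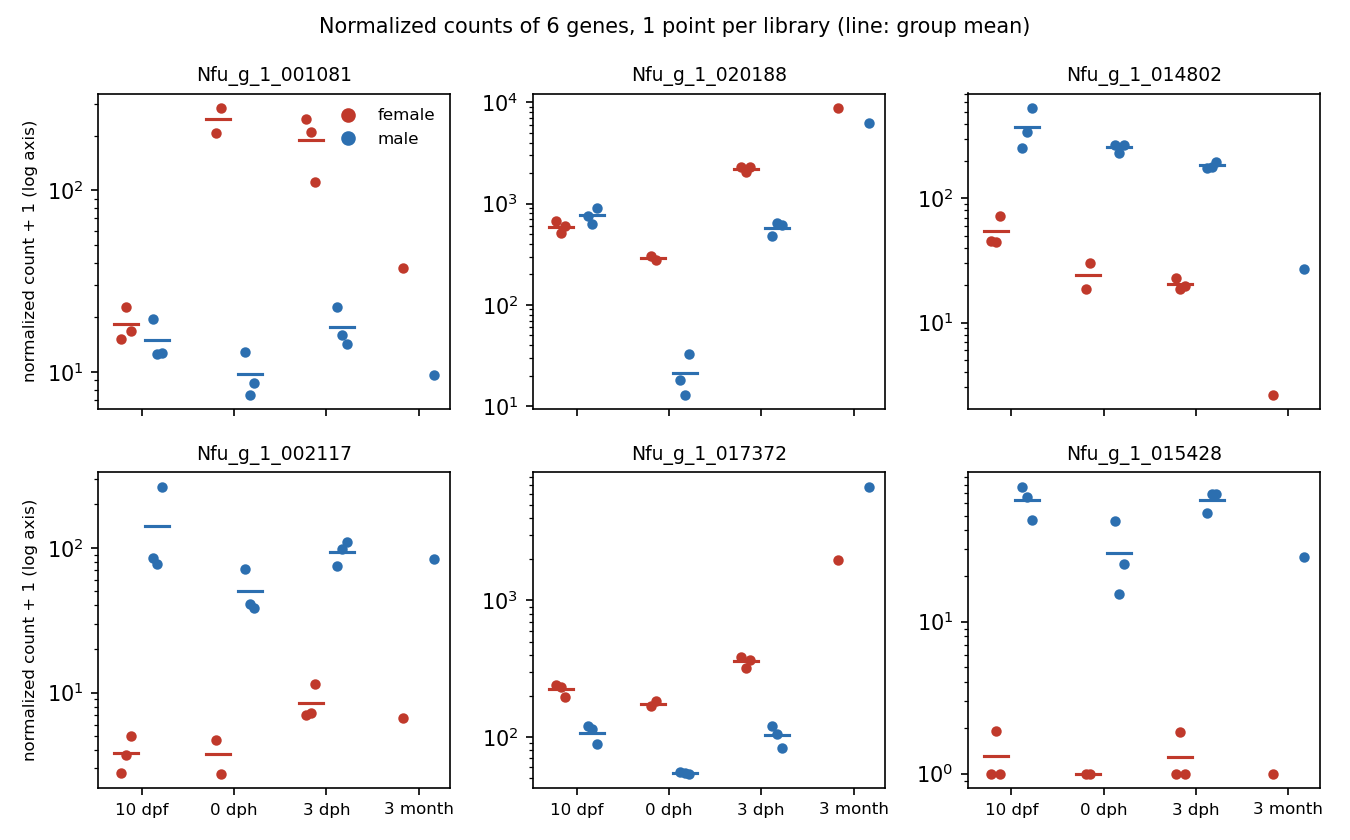
Normalised counts plus 1 (vertical log axis, scaled within each stage) of the 6 named genes in every library at 10 dpf, 0 dph, 3 dph and 3 months, with females in red, males in blue and a line at the mean of each replicated group. Nfu_g_1_015428 stays at 0 or 1 raw counts in females throughout, and Nfu_g_1_017372 is higher in females at the first 3 stages and higher in testis than in ovary at 3 months.

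The change from 0 to 3 dph was tested within each sex in 1 fit over the 11 trunk libraries. In males, 10157 genes differed (5033 higher and 5124 lower at 3 dph), and in females 8549 (4579 higher and 3970 lower). Both sexes shared 3048 increases and 2733 decreases, while 152 genes changed in opposite directions. Depth and the share of abundant genes also differed between these stages. With TMM factors there were 10197 genes in males (10120 shared) and 8630 in females (8366 shared), while thinning to equal depth was not run for these counts. The sex difference itself changed between 0 and 3 dph in 1830 of 20974 genes (sex-by-age interaction, DESeq2 adjusted p under 0.05), towards more female-biased expression in 1310 and towards less in 520. Of the 1310 genes, 990 were female-higher at 3 dph and 93 had been male-higher at 0 dph. Of the 520 genes, 133 were male-higher at 3 dph and 180 had been female-higher at 0 dph. edgeR called 887 interaction genes, 882 of them shared with DESeq2. The number ranged from 1160, without female 3 dph replicate 1 or 3, to 2713, without male 0 dph replicate 1. Among the genes named by the rule, Nfu_g_1_020188 showed a smaller sex difference at 3 dph than at 0 dph (interaction -1.90 ± 0.34, SE, DESeq2 adjusted p 2.47e-06; edgeR adjusted p 0.016).

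The last question was whether genes sex-biased in trunks also differed between adult gonads. With 1 ovary and 1 testis library these values have no replicate check and describe these libraries only. The 2978 female-higher genes of 3 dph had a median log2 ratio of ovary to testis of 1.48, above all 10000 random lists of the same size and expression level, whose medians centred on 0.35. In these genes ovary exceeded testis in 80.2%. The 1131 male-higher genes of 3 dph had a median of -0.44, below all 10000 random lists, which centred on -0.13. The 432 female-higher genes of 0 dph had a median of 0.31, higher than 80.2% of the random lists and thus within their range. The 247 male-higher genes of 0 dph had a median of 0.08, higher than 91.4% of the random lists. With gonad counts under 3 set to 3 the medians were 1.49, -0.51, 0.31 and 0.08. Scaling by library totals instead of median ratios lowered them to 0.94, -0.95, -0.22 and -0.40, and the list of 432 then exceeded 98.3% of its random lists. The 271 genes female-higher at both stages had a median of 1.25, above all random lists. The 22 such genes called by edgeR at both stages had a median of -0.75, of the opposite sign and higher than 3.15% of their random lists. The 64 genes male-higher at both stages had a median of -1.19, and 0.36% of the random lists were lower.

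For the named genes, ovary exceeded testis for Nfu_g_1_001081 by a log2 ratio of 1.97 and for Nfu_g_1_020188 by 0.50. Nfu_g_1_002117 had 7 raw counts in ovary and 67 in testis, a log2 ratio of -3.64. Nfu_g_1_014802 and Nfu_g_1_015428 were at or under the floor in ovary, with 2 and 0 raw counts, and at least 10.6-fold higher in testis, with 21 raw counts each. Nfu_g_1_017372 had 2425 raw counts in ovary and 5555 in testis, a log2 ratio of -1.79, opposite to its direction at the earlier stages.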

Values the study reported

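For whole embryos at 10 dpf, the study described 3 transcripts with clearly higher expression in males, a difference that persisted at every later stage. It also stated how many of its DEGs from 0 dph were found again at 3 dph, namely 53.1% of those specific to females and 23.3% of those specific to males.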

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

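The test of scaling for the interaction genes and the count check for Nfu_g_1_017372 were chosen after the results had been seen. The test of depth was set before its result was known.

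In 1830 genes the sex difference itself changed between 0 and 3 dph, which is what drew attention to them. Depth differed between the stages, with 3 dph libraries holding more counts. After the 3 dph libraries were thinned to the mean total of the 0 dph libraries, there were 1648 interaction genes, which argues against depth as the whole cause. TMM factors in place of median ratios gave 1841 genes, which argues against the choice between these scalings as the cause. By direction there were 1234 genes towards more and 607 towards less female-biased expression, against 1310 and 520. An offset common to both scalings was not tested. The spread between libraries stays open. The 0 dph females are 2 libraries, at -76.9 and -2.34 on the first principal component, and leaving out 1 library at a time gave from 1160 genes (without female 3 dph replicate 1 or 3) to 2713 (without male 0 dph replicate 1). edgeR called 887. A change of sex-biased expression with age is the biological explanation the design offers, and it was not tested apart from the spread between libraries.

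Among the named genes, Nfu_g_1_020188 had an interaction of -1.90 on the log2 scale. Its sex difference was 3.84 at 0 dph and 1.93 at 3 dph. The fold changes with 1 library left out ranged from 3.58 to 4.32 at 0 dph and from 1.82 to 2.02 at 3 dph. The male counts at 0 dph were 11 to 29, above the floor of 3 counts. The edgeR interaction was -1.91 with an adjusted p of 0.016. No technical explanation specific to this gene was tested, and reads shared with a similar gene stay open, as does a change of its sex bias with age.

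Nfu_g_1_017372 was higher in every female than in every male library at 10 dpf, 0 dph and 3 dph, and went the opposite way in adult gonads, with a log2 ratio of ovary to testis of -1.79. The difference between the stages was not tested, as the gonads have 1 library each. Low counts do not account for it, since the lower of the gonad counts was 2425. The raw count in testis (5555) was the higher one although the testis library held fewer counts in total (11717979 against 25875516), so depth does not account for it either. Age and tissue changed together at this step, so an adult change and a difference between gonad and trunk stay open. A gonad library mixed with other material was not tested.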

How the results depend on the processing

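Alternatives marked as added were chosen after seeing the data. For the sex-biased genes per stage, TMM factors, the filter of at least 10 counts and independent filtering at an alpha of 0.1 left the counts at all 3 stages within 1.5 times of those reported. edgeR, no independent filtering, the 1 fit over 17 libraries, the 2-fold threshold and the replicate block each moved at least 1 stage beyond that limit.

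edgeR lowered the number of genes more than any other alternative at 10 dpf and 0 dph, but not at 3 dph. It gave 0 genes at 10 dpf against 46 (1341 at an unadjusted p under 0.05). At 0 dph it gave 33 (26 female-higher, 7 male-higher) against 679 (432 and 247). At 3 dph it gave 3913 genes, within the limit, but 709 male-higher genes against 1131. The overlap of 0 and 3 dph fell from 271 to 22 female-higher and from 64 to 2 male-higher genes, which was 84.6% and 28.6% of the shorter 0 dph lists. Genes called at all 3 stages, an added comparison, fell from 6 male-higher and 1 female-higher to 0 and 0. For the 6 named genes, 4 calls at 10 dpf and 3 at 0 dph were no longer made, in each case with the same direction of change. Interaction genes fell from 1830 to 887. In the simulations, where 200 genes differed by a log2 fold change of 2, edgeR made calls at these sample sizes. Fewer or smaller differences were not simulated, so the number of libraries may still account for 0 genes at 10 dpf.

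Without independent filtering there were 27 genes at 10 dpf (18 female-higher). In 1 fit over 17 libraries there were 138 at 10 dpf, 1487 at 0 dph (861 and 626) and 2409 at 3 dph (1745 and 664), and 429 shared female-higher genes. Genes called at all 3 stages were 8 male-higher and 2 female-higher in that fit. The female share at 10 dpf was 29.0% in that fit (40 and 98 genes) and 76.1% in the fit per stage. Requiring a 2-fold change left 1517 genes at 3 dph (1281 and 236).

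With the replicate number as a block there were 133 genes at 10 dpf, 241 at 0 dph (179 and 62) and 2593 at 3 dph (2051 and 542), and 1133 interaction genes. With the blocked 10 dpf list, an added alternative, the overlap with female-higher genes of 0 dph fell from 1 to 0 and the genes female-higher at all 3 stages from 1 to 0, while the male-higher overlaps stayed within 1.5 times. Same-numbered libraries did not deviate together at 0 dph (correlations -0.0887 and -0.198) or, in all pairs, at 3 dph (-0.194, 0.186 and 0.000728). The block thus removes degrees of freedom there for a pairing that the check did not show. The block changed the number of genes differing with age by less than 1.5 times. For the named genes 2 calls were no longer made, both of Nfu_g_1_017372 (DESeq2 adjusted p 0.0619 at 10 dpf and 0.175 at 0 dph). Over all alternatives run for this gene, DESeq2 and edgeR adjusted p-values ranged from 0.0111 to 0.976 at 10 dpf and from 0.000435 to 0.175 at 0 dph.

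With 1 library left out, sex-biased genes ranged from 4 (without female replicate 3) to 429 (without male replicate 3) across the 6 fits at 10 dpf, and all 6 were beyond 1.5 times. The excess of female-higher genes at 10 dpf (35 and 11) held without male replicate 2 (177 and 59) and not without any other library. They ranged from 368 (without male replicate 2) to 943 (without male replicate 1) across 3 fits at 0 dph, where male-higher genes (555) outnumbered female-higher genes (388) without male replicate 1. They ranged from 2707 (without female replicate 1) to 4194 (without male replicate 2) across 6 fits at 3 dph. Leaving out a female at 0 dph leaves 1 library, and no call was made. The overlap ranged from 159 (without male 0 dph replicate 2) to 280 female-higher genes and from 27 (without male 0 dph replicate 2) to 174 (without male 0 dph replicate 1) male-higher genes. Genes male-higher at all 3 stages ranged from 4 to 6, and female-higher ones from 0 (without any 1 female 10 dpf replicate) to 1. Interaction genes ranged from 1160 (without female 3 dph replicate 1 or 3) to 2713, and genes differing with age from 6397 to 9332 in females and from 8586 to 9976 in males. Male-higher counts moved more than female-higher counts at 3 dph, from 474 (without female replicate 1) to 1394 against 2233 to 2800. DESeq2 gave no adjusted p-value for Nfu_g_1_015428 at 0 dph without male replicate 1, nor for Nfu_g_1_001081 at 10 dpf with the block or without male replicate 2 or 3, and these are not counted as lost calls.

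Of the gonad medians, library totals gave -0.22 and -0.40 for the female-higher and male-higher genes of 0 dph and 0.94 and -0.95 for those of 3 dph. The random lists moved down as well, for the female-higher genes of 3 dph from 0.35 to -0.25. Genes with at least 10 gonad counts gave 0.41 and 0.26 for 0 dph. A pseudocount of 10 gave 1.41 and -0.29 for 3 dph. Lists called by edgeR gave -0.57 and 0.89 for 0 dph, from 26 and 7 genes, and 1.39 for the female-higher genes of 3 dph. The 22 genes female-higher at both stages with edgeR gave -0.75, against 1.25 for the 271 genes called by DESeq2. Setting counts under 3 to 3, an added alternative, gave 0.31 and 0.08 for 0 dph and 1.49 and -0.51 for 3 dph. The sign of the 3 dph medians held under every alternative run and that of the 0 dph medians did not.

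Depth limited the stages unequally. Thinning the 3 dph libraries to the mean total at 0 dph, an added alternative, gave 3379 genes. Testing the 0 dph libraries with the dispersions of 3 dph, also added, gave 3294 genes (1852 and 1442). The marker lists were not run and are not analysed here.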

Other observations

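The tests of embryo age, of the replicate number, of abundant genes, of developmental pace and of a fixed ovary share were chosen or revised only after related results had been seen. The test of depth, library number and spread together was set after the values of its parts were known.

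Of the 10 splits of the 6 libraries of 10 dpf into 3 and 3, 2 gave as many DEGs as the split by sex. The other one, with 377 genes, put female replicate 1 with male replicates 1 and 2, so it sets replicate number 1 against number 3. Of the 4 splits that part all 3 replicate numbers, 1 gave as many genes, the split by sex, and the highest of the other 3 had 0. The fit blocked by replicate number gave 133 DEGs. At 0 dph, 1 of 10 splits of the 5 libraries gave as many genes, and the others gave 4 to 395. At 3 dph, 1 of 10 splits of the 6 libraries gave as many, and the others gave 0 to 21. With 10 splits such a share cannot fall under 0.1, so the share alone decides nothing. The overlap of 0 and 3 dph, from separate libraries, argues against a chance arrangement at these stages, with 271 shared female-higher genes where 59.6 were expected and 64 shared male-higher genes where 13.5 were expected. At 10 dpf the male-higher genes overlapped with those of 3 dph in the same way (10 shared, 0.558 expected), and the female-higher genes did not (3 shared, 4.18 expected).

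The 10 dpf libraries were spread mainly along something other than sex. Depth is argued against, since thinning all libraries to the lowest total changed the gap between male replicates 1 and 3 on the first component from 94.6 to 92.7. The lowest correlation between same-numbered female and male libraries was 0.180, as a batch, clutch or collection shared by a replicate number could give. Libraries with different numbers were not correlated, so a chance match of the numbers stays open. Male replicate 1 deviated from the other libraries in the direction of the change from 10 dpf to 0 dph, with a mean correlation across genes of 0.558 over 10 ways of keeping the libraries of the deviation and of the comparison apart (0.474 to 0.623). The other 5 libraries had means between -0.324 and -0.0522. That change runs from whole embryos to trunks, so it mixes age with tissue and cannot tell them apart. A hypothesis is that the embryo or embryos of male replicate 1 were further developed than the others. It leaves the position of male replicate 3 (-0.0522) without an explanation, and genes are not independent replicates. If stage differs between embryos of the same nominal age, the number of DEGs at 10 dpf may depend on staging as well as on sex.

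More genes were DEGs at 3 dph (4109) than at 0 dph (679), and several technical differences between these stages were tested. Thinning the 3 dph libraries gave 3379 DEGs, which argues against depth as the whole cause. Thinning together with leaving out 1 female gave at least 2203, which argues against the number of libraries. Testing 3 dph with the wider dispersions of 0 dph (median 0.0676 against 0.0261) gave 1398, so the wider spread alone is also not enough. All of these together gave 953, 1035 or 1141 genes, depending on the female left out. The lowest, 953, is within the limit of 1.5 times the 679 genes at 0 dph that had been set, and the other 2 choices are beyond it. Depth, library number and spread between replicates may thus together account for much of the increase, while a growing sex difference with age stays open. The reverse exchange, 0 dph with the dispersions of 3 dph, gave 3294 genes, but other splits of the same libraries reached 2955, so this test was set aside as undecided once its value and theirs had been seen.

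Female-higher genes of 0 and 3 dph differed in their relation to adult gonads. Of the 432 at 0 dph, 61.1% were at least 4-fold higher in ovary and 48.8% at least 4-fold higher in testis than in the trunk of the sex with the higher mean, against 11.1% and 12.3% of all tested genes. Of the 2978 at 3 dph, 29.2% and 14.3% were, and 1817 genes were enriched in neither gonad. Several explanations for these 1817 genes were tested. With the sex calls refitted without the 10 most abundant genes of each 3 dph library and with TMM factors, there were 2106 such genes. This argues against these abundant genes as the source of the sex calls. The scaling between gonads and trunks was left as it was, so its part in the enrichment was not tested. Only 0.604% of the female-higher genes of 3 dph lay below the male trunk level in both adult gonads, against 38.7% of all tested genes and 34.8% to 40.03% in 1000 lists matched on expression. This is consistent with a larger contribution of gonad RNA to female trunks, since such RNA could not raise genes that gonads express less than the trunk does. Scaled by library totals the share was 0.470%. The male libraries enter both the calls and this share, which lowers it to an unknown extent.

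That hypothesis was taken further with male libraries kept apart, after a first version that shared them had been seen: the ovary level was set against male 3 dph replicate 1, and the sex difference was taken against male replicates 2 and 3. The median sex difference rose from -0.40 (log2) in genes under 0.5 times the male trunk level in ovary to 0.15 at 2 to 4 times, 0.42 at 4 to 8 times, 0.82 at 8 to 16 times and 2.22 at 16 times or more. The correlation across 19087 genes was 0.574 with the ovary ratio and 0.242 with the testis ratio. A single share of adult-like ovary RNA would give the same implied share in each class. It was 6.58%, 8.12%, 8.15% and 12.7% in the 4 classes from 2 times upwards and 28.2%, 52.8% and -7.84% in the 3 classes below, and the ratio of the 2 to 4 times class to the highest class was 0.516 (bootstrap over genes 0.431 to 0.643). These shares assume that no scaling offset separates female and male trunks. In genes with similar levels in ovary and male trunk, which a fixed share would leave unchanged, the median fold was 0.901. With that offset divided out the ratio was 0.947 (0.807 to 1.12) and the implied shares lay between 10.2% and 18.6% in all 7 classes. A single share can therefore neither be shown nor excluded here, since the result depends on that offset. A different pace of development between the sexes cannot be told apart from other causes here. The sex difference of replicates 2 and 3 correlated at 0.132 with the change from 0 to 3 dph in other male libraries, between the limits set for a clear result, and the other splits of these 4 libraries gave -0.180 and -0.162. The correlation with the change in females was 0.440.

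Nfu_g_1_015428 separated the sexes in all 19 libraries, with at most 1 count in a female and at least 13 in a male library. Its genome position was not analysed here and no explanation was tested.

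The number of genes male-higher at every replicated stage was 6 in the DESeq2 fits per stage. It was 5 with the blocked 10 dpf list, 8 in 1 fit over 17 libraries and 4 to 6 with 1 library left out. With edgeR it was 0, so the count depends on the processing. The study presents the transcripts quoted above as its top DEGs at 10 dpf, so their number cannot be set against this count.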
